# Mitral valve transcriptome analysis in thirty-four age-matched Cavalier King Charles Spaniels with or without congestive heart failure caused by myxomatous mitral valve disease

**DOI:** 10.1007/s00335-023-10024-1

**Published:** 2023-11-08

**Authors:** Maria J. Reimann, Signe Cremer, Liselotte Christiansen, Emil Ibragimov, Fei Gao, Susanna Cirera, Merete Fredholm, Lisbeth H. Olsen, Peter Karlskov-Mortensen

## Abstract

We here report the results of a mitral valve transcriptome study designed to identify genes and molecular pathways involved in development of congestive heart failure (CHF) following myxomatous mitral valve disease (MMVD) in dogs. The study is focused on a cohort of elderly age-matched dogs (*n* = 34, age ~ 10 years) from a single breed—Cavalier King Charles Spaniels (CKCS)—with a high incidence of MMVD. The cohort comprises 19 dogs (10♀, 9♂) without MMVD-associated CHF, and 15 dogs (6♀, 9♂) with CHF caused by MMVD; i.e., we compare gene expression in breed and age-matched groups of dogs, which only differ with respect to CHF status. We identify 56 genes, which are differentially expressed between the two groups. In this list of genes, we confirm an enrichment of genes related to the TNFβ-signaling pathway, extracellular matrix organization, vascular development, and endothelium damage, which also have been identified in previous studies. However, the genes with the greatest difference in expression between the two groups are *CNTN3* and *MYH1*. Both genes encode proteins, which are predicted to have an effect on the contractile activity of myocardial cells, which in turn may have an effect on valvular performance and hemodynamics across the mitral valve. This may result in shear forces with impact on MMVD progression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00335-023-10024-1.

## Introduction

Myxomatous mitral valve disease (MMVD) is the most common heart disease in dogs. It is especially common in small size dog breeds, but the Cavalier King Charles Spaniel (CKCS) stands out as a breed with an extraordinarily high prevalence of this disease (Darke 1987; Häggström et al. 1992).

MMVD has been intensively studied over the last decades, and several excellent reviews have been published (e.g., Aupperle and Disatian 2012; Borgarelli and Buchanan 2012; Borgarelli and Haggstrom 2010; Burchell and Schoeman 2014; Fox 2012; O’Brien et al. 2021). The disease is characterized by morphological changes in the mitral valve leaflets, chordae tendineae, and chordal-papillary muscle. The changes include elongation and thickening of the valves in combination with derangement of connective tissue, reduction in connective tissue density, damage to the basement membrane and endothelium, damage to the valve collagen matrix and accumulation of immature collagens, laminin, proteoglycans, and glycosaminoglycans in the extracellular matrix (ECM) of the mitral valves (Aupperle et al. 2009a; Buchanan 1977; Corcoran et al. 2004; Falk et al. 2010; Hadian et al. 2010; Han et al. 2010, 2013a, 2013b). The morphological changes result in inadequate biomechanical properties of the heart valves, insufficient closure, and subsequent regurgitation of blood from the left ventricle to the left atrium (Sargent et al. 2015). In severe cases, consequences of MMVD include congestive heart failure (CHF) resulting in reduced expected lifespan and reduced life quality for both dog (Boswood et al. 2018; Haggstrom et al. 2013) and owner (Clements et al. 2003). Lifelong treatment is usually required (e.g., Keene et al. 2019). Alternatively, heart valve surgery is a possibility (e.g., Matsuura et al. 2022).

It has been demonstrated that genetics play an important role in MMVD (Olsen et al. 1999; Stern et al. 2015; Swenson et al. 1996), and selective breeding can reduce MMVD prevalence in CKCS (Birkegard et al. 2015). Numerous studies have been performed to identify and elucidate the genetic and molecular mechanisms underlying MMVD. This includes genome-wide association studies, whole genome-sequencing studies, proteome analysis, micro-RNA studies, gene expression/ transcriptome studies, and other genomic studies. While previous gene expression studies have included several dog breeds of different age and multiple stages of MMVD, the present study focuses exclusively on CKCS and, more specifically, on two large age-matched groups of CKCS where one group comprises dogs without CHF and another group of dogs have CHF caused by MMVD. Hence, the objective of the present study is to compare gene expression in mitral valves from ~ 10-year-old CKCS dogs with MMVD, which has progressed into CHF, to gene expression in other dogs of a similar age of the same breed.

## Materials and methods

### Animals and sample collection

Privately owned CKCS with no MMVD or different stages of MMVD were recruited at time for elective euthanasia at Department of Veterinary and Animal Sciences, University of Copenhagen. The dogs were collected from August 2008 to August 2020. The study was approved by the Danish Animal Experiments Inspectorate (licenses no. 2006/561-1145, 2011/561-71 and 2016-15-0201-01074). Dogs with cardiac disease other than MMVD were excluded. Some of the dogs have previously been included in other studies with other research aims (contact the corresponding author for a complete list of studies). Prior to euthanasia and upon written-owner consent, all dogs underwent a clinical examination using a standardized protocol including owner interview, physical examination, auscultation, and echocardiography as previously described (Reimann et al. 2021). Mitral regurgitation murmur intensity was graded on a scale of 1–6 (Gompf 1988). The diagnosis of MMVD was based on auscultation, echocardiography, and the presence of clinical signs of CHF due to MMVD, according to the American College of Veterinary Internal Medicine (ACVIM) MMVD classification guidelines (Keene et al. 2019). Dogs examined before 2019 were retrospectively classified on the basis of the measurements obtained at the time of their examination. Echocardiographic assessment and ACVIM staging were performed as described elsewhere (Reimann et al. 2021). All dogs, included in the study, were approximately 10 years old (Table 1, Fig. 1). The dogs were divided in two groups based on symptoms of CHF. One group contained one dog with no identifiable structural disorder of the heart (ACVIM stage A) plus dogs with MMVD at ACVIM stages B1 and B2. In this study, we will collectively term this group of dogs ‘10y-noCHF.’ The other group of dogs, which we in this study will term ‘10y-MMVD-CHF,’ were diagnosed with CHF due to MMVD (ACVIM stage C). CHF diagnosis was based on a history of MMVD, previous or current clinical signs of CHF (e.g., cough, dyspnea, tachypnea, nocturnal restlessness, and exercise intolerance), echocardiographic changes compatible with severe MMVD, and response to diuretic treatment. Dogs were euthanized using pentobarbitale (200–400 mg/kg or until effect, IV) after sedation and pain relief with butorphanol (0.1 mg/kg, IM) and dexmedetomidine (0.02 mg/kg, IM). The heart was collected, and the mitral valves were excised within 60 min after euthanasia and stored in RNAlater (Merck KGaA, Darmstadt, Germany).

**Table 1:** Descriptive statistics for dogs classified as 10y-noCHF (*n* = 19) and 10y-MMVD-CHF (*n* = 15)

	Mean		Median		sd		Min		Max	
	10y-noCHF	10y-MMVD-CHF	10y-noCHF	10y-MMVD-CHF	10y-noCHF	10y-MMVD-CHF	10y-noCHF	10y-MMVD-CHF	10y-noCHF	10y-MMVD-CHF
Age (years)	10.6	10.2	10.8	10.1	2.35	1.92	6	7	14	14
Body weight (kg)	9.82	9.14	9.15	8.6	1.87	2.43	8.1	5.4	14.5	13.05
Murmur	2.9	4.9	3	5	1.3	0.7	0	4	5	6
LAAo ratio	1.56	2.70	1.56	2.80	0.30	0.60	1.1	1.6	2.4	3.9
LVIDDN	1.70	2.29	1.7	2.3	0.26	0.30	1.3	1.8	2.3	2.8

Descriptive statistics for ~ 10 years old CKCS without CHF (10y-noCHF) and ~ 10-year- old MMVD affected dogs where MMVD has progressed into a stage of CHF (10y-MMVD-CHF)

*sd* standard deviation, *Min* minimum, *Max* maximum, *LAAo ratio* the ratio of diameters for the left atrium and aorta, LAAo ratio was missing for one dog with asymptomatic MMVD. *LVIDDN* Left ventricular end-diastolic diameter normalized for body weight

Three dogs (two B2 and one C) underwent the full clinical examinations, auscultation, and echocardiography 4 months before euthanasia. None of the B2 stage dogs had developed clinical signs that indicated CHF on the day of euthanization. Tissue collection was delayed for one dog (in RNAlater 90 min after euthanasia). This had no observable effect on RNA quality or gene expression results.

### RNA isolation and sequencing

RNA was isolated from mitral valves using the Qiagen RNeasy Fibrous Tissue Mini Kit (Qiagen, Hilden, Germany), according to the manufacturer’s instruction including DNase treatment. RNA quantity was measured using a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, Waltham, Massachusetts, USA) and RNA quality, expressed as an RNA Integrity Number (RIN), was determined for each sample using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, California, USA). Subsequently, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in First-Strand Synthesis Reaction Buffer (5X). First-strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase, and then RNaseH was used to degrade the RNA. Second-strand cDNA synthesis was subsequently performed using DNA polymerase I and dNTP. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3’ ends of DNA fragments, adaptors with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 370 ~ 420 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). After PCR amplification, the PCR product was purified by AMPure XP beads, and the sequencing library was finally obtained. Libraries were constructed at E-GENE, Shenzhen, China and sequenced by an Illumina NovaSeq 6000 platform at Novogene, Beijing, China. Paired-end sequencing reads of 150 bp were generated.

RNA sequence quality was ascertained using FastQC (Andrews 2010), and reads were mapped to the canFam4/UU_Cfam_GSD_1.0 dog genome assembly using the RNA sequence aligner STAR (Dobin et al. 2013). Subsequently, a feature annotation file was compiled based on the canFam4 NCBI-RefSeq annotation. This set of features was augmented by a set of putative genes extracted among canFam4 aligned human XenoRefSeq genes from the UCSC genome browser repository. This step captured the presence of protein-coding genes, which may not have been properly annotated in the canine genome. Mapped RNA sequence reads were concomitantly assigned to genomic features and counted using featureCounts (Liao et al. 2014). Genes with low expression, i.e., features with a sum of less than 100 counts across all samples, were filtered out and excluded from further analysis.

### Analyses of gene expression

The BioLayout-3.4 network analysis tool (Theocharidis et al. 2009) was used to cluster samples based on similarity of overall gene expression pattern and visualize the results in a three-dimensional network where nodes represent samples and the distance in space between nodes represents the correlation in gene expression between two samples. When cases and controls are marked up in the network, any clustering according to CHF status will be observable. The tool was used to calculate Pearson correlation coefficients based on gene expression data, and the advanced graph layout Fruchterman–Rheingold algorithm was used to visualize the results. In order to minimize noise and to emphasize biologically meaningful results, very abundant features (i.e., essential household genes), with over 10,000 reads per feature per sample on average, were filtered out before the BioLayout analysis. A Pearson correlation coefficient cut-off of 0.93 was used for clustering. This was the highest cut-off that allowed a combined cluster of all samples.

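Pearson correlations between the deposited counts of each pair of dogs were computed over 18419 features, with a sum of at least 100 counts and a mean of at most 10000 counts per dog. The highest cut-off at which all 34 dogs were connected was 0.842. The value moved most on the log2 scale, where log2(CPM + 1) gave 0.978. Without the upper limit of 10000 counts it was 0.931. At a cut-off of 0.93 on the counts, 32 dogs were connected. The dogs left unconnected, CAV1047 and CAV614, were both 10y-MMVD-CHF, and their highest correlations with any other dog were 0.923 and 0.842. Leaving out CAV614 alone raised the cut-off for the remaining dogs to 0.923.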

An analysis of differences in gene expression between dogs classified as 10y-noCHF and dogs classified as 10y-MMVD-CHF was performed using the R package DESeq2 (Love et al. 2014). Analyses were performed on the raw un-normalized feature count data in accordance with the DESeq2 documentation and guidelines. Sex was included as a fixed effect. A volcano plot illustrating the results was created using the R package ggplot2 (Wickham 2016). A Benjamini–Hochberg false discovery rate (FDR) threshold of 0.1 was used to identify significant DE genes.

### STRING network analysis

A STRING network and enrichment analysis was performed using Cytoscape (Jensen et al. 2009; Shannon et al. 2003). The analysis was performed using gene names for all DE genes with a FDR < 0.1. Two analyses were performed, one using the STRING default-confidence score of 0.4 and one using a stringent-confidence score of 0.9. Furthermore, up to 10 additional interactors were allowed in both analyses. The default-confidence network provided an overview of the functional networks of which the identified DE genes play a role. The stringent-confidence network enabled identification of the functions for which the dataset provided the strongest evidence. Inclusion of additional interactors allowed STRING to build a network even though specific components (genes) could be missing in the dataset.

**Fig. 1:**
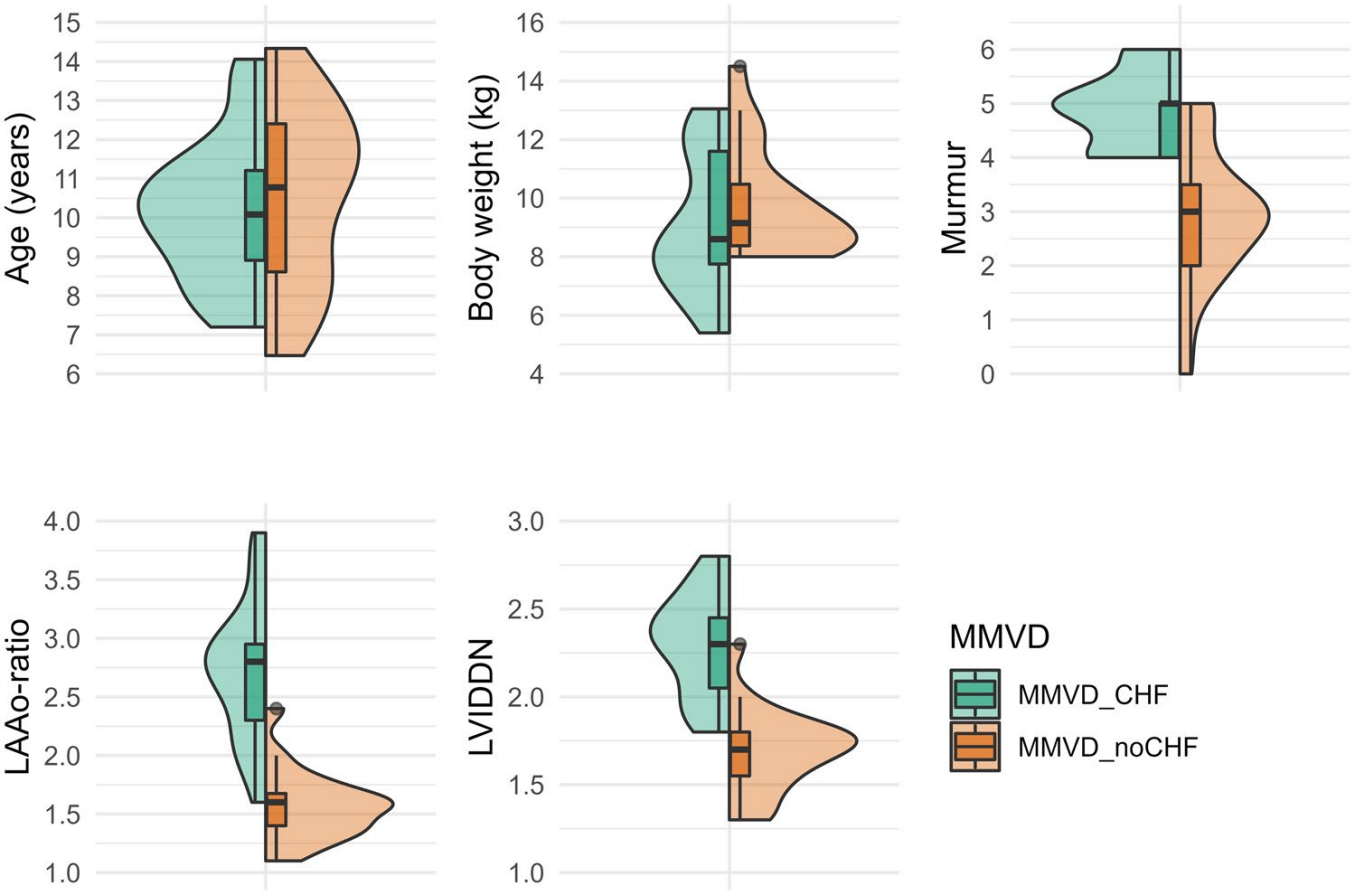
Split-violin plots and box plots illustrating descriptive statistics and key diagnostic parameters for Cavalier King Charles Spaniel dogs without CHF (*n* = 19) and MMVD affected Cavalier King Charles Spaniel dogs with CHF (*n* = 15). LVIDDN = left ventricular end-diastolic diameter normalized for body weight. LAAo ratio = the ratio of diameters for the left atrium and aorta. Based on the box plots, two dogs without CHF were identified as outliers (gray dots): One with regard to body weight and another dog with regard to LAAo ratio and LVIDDN. Both were kept in the dataset based on an overall evaluation of their status

## Results

Thirty-four dogs were included in the study. Nineteen dogs (10 females and 9 males) were classified as 10y-noCHF. These included one dog with ACVIM stage A, 10 dogs with ACVIM stage B1, and eight dogs with ACVIM stage B2. Furthermore, 15 dogs (6 females and 9 males) were diagnosed with CHF due to MMVD indicated by ACVIM stage C. Age and body weight did not differ significantly between the two groups of dogs (Table 1, Fig. 1).

RNA isolation resulted in 34 samples with a RIN number > 8.6 (average 9.23, sd = 0.37) and sequencing resulted in 22.4—35.6 M reads per sample with an average of 27.7 M reads per sample remaining after the quality check.

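Mitral valve RNA was sequenced from 34 dogs, of which 10 females and 9 males were 10y-noCHF and 6 females and 9 males were 10y-MMVD-CHF. The authors deposited raw counts for 23768 features, made with featureCounts 2.0.3, of which 2165 are canine RefSeq genes and 21603 are human XenoRefSeq alignments. The command recorded with the counts assigns a read to every feature it overlaps, uses no strand and counts the reads of a pair separately. A total of 1733 gene symbols are listed with more than 1 feature, so a read could be counted on both. Total counts per dog ranged from 48784642 to 81843830 in the 10y-noCHF group, with a median of 59645613. In the 10y-MMVD-CHF group they ranged from 46185256 to 82361245, with a median of 62167469 (two-sided permutation test within each sex, p = 0.912). The 34 labels of sex were checked with XIST, which had 13714 to 40340 counts in females and 6 to 110 counts in males. Features with a sum of at least 100 counts over all dogs were kept, which left 19568. Differences were tested with edgeR's quasi-likelihood test on TMM-normalized counts, with sex as a fixed effect and a Benjamini-Hochberg FDR threshold of 0.1. Normalized counts are given as CPM, counts scaled by edgeR to a common library size, with the SD over dogs. The standard errors of edgeR's log2 fold changes were derived from its test statistic and are approximate.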

The result of the BioLayout gene expression correlation analysis is illustrated in a three-dimensional sample-to-sample-weighted network graph as shown in Fig. 2. Dogs in the 10y-noCHF group are marked with blue spheres, and dogs in the 10y-MMVD-CHF group are marked using red spheres. 

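The 34 dogs form 561 pairs, of which 105 are within the 10y-MMVD-CHF group, 171 within the 10y-noCHF group and the others between the groups. The mean correlation was 0.877 within 10y-MMVD-CHF, 0.910 within 10y-noCHF and 0.894 between the groups. The mean within 10y-MMVD-CHF differed from that between the groups by -0.017, which was within the spread of permuted labels (two-sided permutation test within each sex, 100000 resamples, p = 0.376). With all dogs kept, the alternatives fixed in advance gave differences from -0.0164, without the minimum sum of 100 counts, to -0.000934 on log2(CPM + 1). With each dog left out in turn the difference ranged from -0.0217, without CAV2102, to 0.000498, without CAV1047. Without CAV614 it was -0.00518. CAV1047 and CAV614, both unconnected at 0.93, were not left out together, so whether they set the sign of the difference is open. A further setting, chosen after seeing the data, used residuals of log2(CPM + 1) after a regression on the mean log2 CPM of cardiomyocyte markers. There the difference was 0.0475 (permutation p = 0.028), from means of -0.00228 within 10y-MMVD-CHF and -0.0497 between the groups. Residuals are centered for each gene, and centered values without the regression were not run. The change of sign therefore cannot be put down to the markers.

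**Figure D1:**
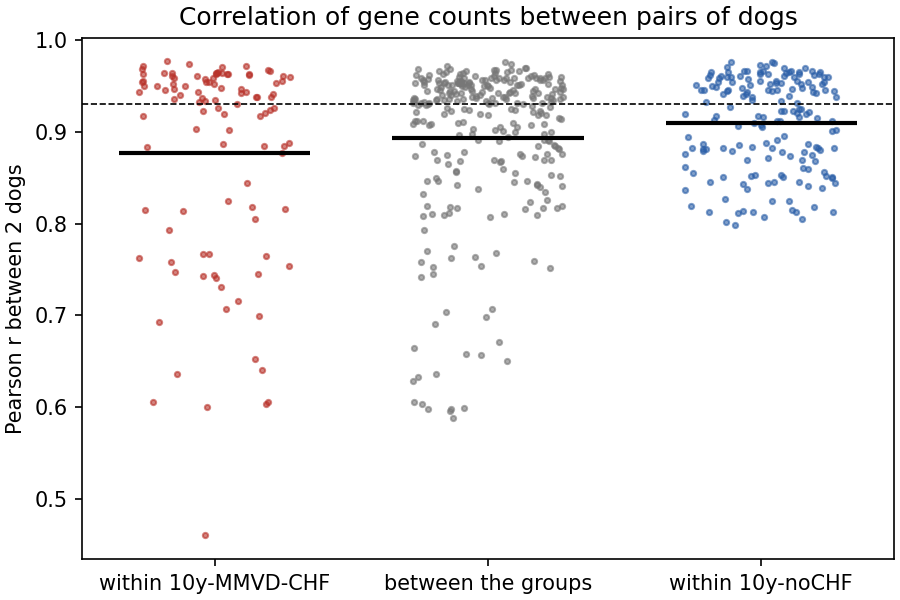
Pearson r between the counts of 2 dogs, for pairs within 10y-MMVD-CHF, between the groups and within 10y-noCHF. Each point is a pair, the solid lines are the means of 0.877, 0.894 and 0.910, the dashed line is r = 0.93, and the lowest pair is at 0.46.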

A clear clustering of 10y-MMVD-CHF dogs is observed. This indicates that the advanced stage of MMVD, at which CHF had developed, was associated with a distinct gene expression pattern. However, it is also evident that several dogs in the 10y-noCHF group had expression patterns that overall resembled the pattern observed in MMVD affected dogs with CHF. This reflects the heterogeneous nature of the 10y-noCHF group where several dogs have severe MMVD although they have not developed CHF.

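In a principal component analysis of log2 CPM over the features other than the cardiomyocyte markers, the first 3 components held 31.8%, 6.15% and 4.77% of the variance. The first component did not separate the groups (two-sided permutation test, p = 0.954). The second differed between them at p = 0.0169, or 0.0506 after Benjamini-Hochberg adjustment over the 3 components, and the third gave p = 0.232. From the clustering in Fig. 2, the paper reasons that CHF went with an expression pattern of its own, and adds that several 10y-noCHF dogs had patterns that resembled it.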

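For 9 of the 15 10y-MMVD-CHF dogs, the most correlated other dog was also 10y-MMVD-CHF. Permuted labels gave 6.20 such dogs on average, and the difference was within their spread (two-sided permutation test, p = 0.235). Of the 19 10y-noCHF dogs, 15 had a 10y-noCHF dog as the most correlated one.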

**Fig. 2:**
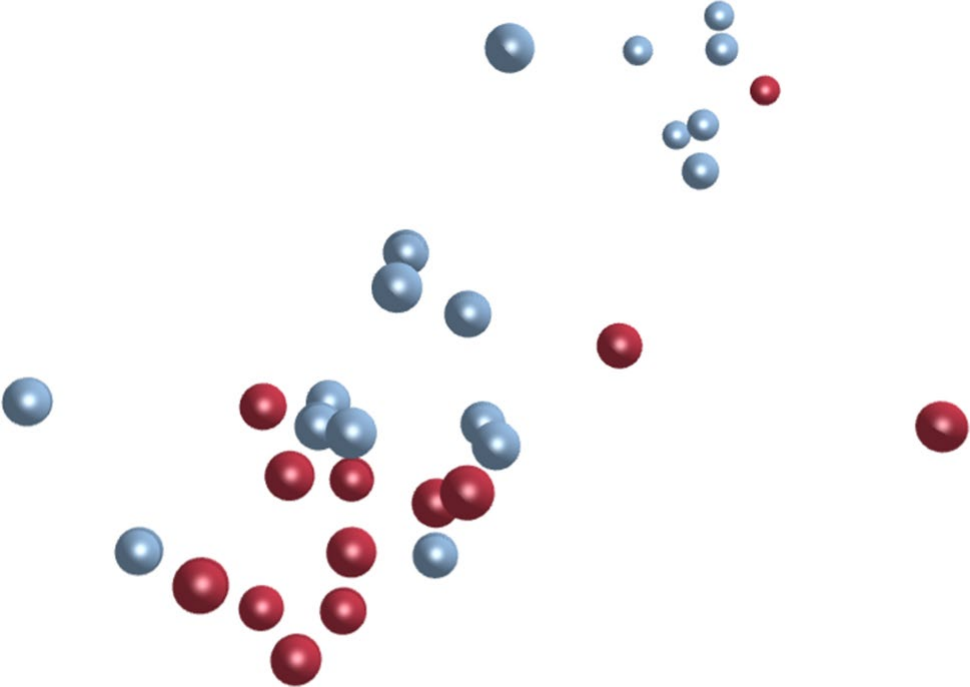
Three-dimensional illustration of the results of the BioLayout gene expression correlation analysis. Blue = Dogs classified as 10y-noCHF; Red = Dogs classified as 10y-MMVD-CHF. The distances between dots corresponds to the correlations in overall gene expression between individuals

A more detailed gene-by-gene analysis of differences in gene expression between dogs classified as 10y-noCHF and dogs classified as 10y-MMVD-CHF was performed using the DESeq2 software package. We used a significance threshold of 0.1 for the p-adj value calculated by DESeq2. This value is a Benjamini–Hochberg FDR, which effectively corrects for multiple testing. The analysis revealed a set of 56 genes, which were significantly differentially expressed between the two groups (Table 2, Fig. 3).

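With edgeR's quasi-likelihood test, 23 features had an FDR below 0.1, and these stand for 18 gene symbols. At an unadjusted p below 0.05 there were 1234 features. The count moved most with DESeq2 in place of edgeR, which gave 64 features and 55 symbols, and all 23 features called by edgeR were among these. All 56 genes of Table 2 changed in the printed direction with edgeR, and 18 of them had an FDR below 0.1 over all features tested. All 56 passed when adjusted over the list alone, which is not independent evidence, since the list was chosen on these dogs. BMPER had 4.22 ± 1.35 CPM (SD, n = 15) in 10y-MMVD-CHF and 10.5 ± 5.08 CPM (SD, n = 19) in 10y-noCHF, a log2 fold change of -1.31 (standard error 0.229, edgeR FDR = 0.018). All 15 10y-MMVD-CHF dogs lay below the 10y-noCHF median. TNFSF4 and AKNAD1 had log2 fold changes of -1.35 and -1.02 and edgeR FDR values of 0.0278 each. When each dog was left out in turn, the number of features called ranged from 8, without CAV1519, to 28, without CAV743.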

**Table 2:** Differentially expressed genes and results of the DESeq2 analysis

Gene	baseMean	log2FoldChange	lfcSE	pvalue	FDR
*CNTN3*	43.36234	2.61744	0.720429	0.00028	0.088436
*NPPC*	442.813	1.80895	0.411836	1.12E-05	0.00998
*NPTX1*	170.2808	1.40521	0.287143	9.89E-07	0.002153
*VWF*	8267.843	1.4027	0.321461	1.28E-05	0.010899
*ASS1*	330.1307	1.07067	0.292604	0.000253	0.088436
*ITIH4-AS1*	1330.625	0.80563	0.22078	0.000263	0.088436
*RDH10*	1826.389	0.78186	0.214862	0.000274	0.088436
*MOSPD2*	7483.611	0.45354	0.123139	0.00023	0.085134
*MAOA*	9924.007	0.35148	0.0725	1.25E-06	0.002442
*GALNT10*	5876.648	0.32077	0.088751	0.000301	0.092185
*MXI1*	3437.44	0.22864	0.06254	0.000256	0.088436
*BAG4*	1162.375	0.21209	0.053333	6.99E-05	0.041049
*RBM45*	745.1913	0.15857	0.043351	0.000254	0.088436
*PDLIM1*	26,336.33	− 0.265809	0.063434	2.79E-05	0.020205
*LMNA*	24,307.17	− 0.27434	0.075638	0.000287	0.089134
*XPC*	1711.009	− 0.299047	0.076738	9.74E-05	0.050202
*AIF1L*	2647.525	− 0.317861	0.079938	7.00E-05	0.041049
*COBLL1*	2335.624	− 0.358934	0.090523	7.34E-05	0.041049
*DUSP10*	581.7944	− 0.403967	0.100407	5.74E-05	0.038756
*CRIP1*	9012.843	− 0.429343	0.093299	4.19E-06	0.005469
*ZNF571*	242.5365	− 0.432631	0.114389	0.000156	0.06233
*TNXA*	18,968.13	− 0.476062	0.106024	7.12E-06	0.007744
*ADGRG2*	473.3885	− 0.500322	0.137694	0.00028	0.088436
*COL18A1*	3645.546	− 0.557163	0.147208	0.000154	0.06233
*CYP21A1P*	3409.611	− 0.561532	0.125913	8.21E-06	0.007758
*CYP21A2*	3409.611	− 0.561532	0.125913	8.21E-06	0.007758
*GPRC5A*	659.3588	− 0.589977	0.162223	0.000276	0.088436
*C17orf58*	720.3526	− 0.614794	0.130416	2.43E-06	0.004323
*PTPRD*	1191.211	− 0.617355	0.16062	0.000121	0.060893
*COL4A6*	712.5039	− 0.621122	0.159258	9.61E-05	0.050202
*ADAMTS19*	1484.077	− 0.69159	0.1819	0.000144	0.06233
*TSLP*	94.83645	− 0.717858	0.194356	0.000221	0.083298
*DNAH2*	52.46112	− 0.724051	0.188928	0.000127	0.061083
*PRSS22*	92.07796	− 0.771723	0.171058	6.44E-06	0.007417
*ATF3*	909.1752	− 0.80483	0.186398	1.58E-05	0.012859
*SERPINE1*	9835.401	− 0.846452	0.223576	0.000153	0.06233
*IL1R2*	371.619	− 0.861579	0.186134	3.68E-06	0.005368
*TPPP3*	2813.976	− 0.922035	0.175911	1.59E-07	0.00039
*COL17A1*	19.7643	− 0.931678	0.235232	3.960674	7.47E-05
*KLK4*	104.6258	− 0.940408	0.248693	0.000156	0.06233
*ADAMTS6*	1248.118	− 0.95533	0.206781	3.84E-06	0.005368
*MLXIPL*	146.4413	− 1.023708	0.262493	9.62E-05	0.050202
*PDZRN4*	126.4177	− 1.023815	0.218143	2.69E-06	0.004387
*AKNAD1*	47.59294	− 1.030386	0.194578	1.19E-07	0.000332
*BMPER*	474.4934	− 1.312184	0.2203	2.58E-09	1.68E-05
*ALDH1A2*	104.5354	− 1.335844	0.331976	5.72E-05	0.038756
*TNFSF4*	252.9707	− 1.349945	0.240581	2.01E-08	7.87E-05
*SCN1A*	82.82639	− 1.558178	0.388886	6.16E-05	0.040151
*FOSB*	579.1971	− 1.613517	0.280305	8.60E-09	4.21E-05
*SSUH2*	36.48473	− 1.781245	0.473041	0.000166	0.063824
*NTS*	57.83466	− 1.781337	0.469854	0.00015	0.06233
*EREG*	158.5861	− 1.804959	0.455037	7.29E-05	0.041049
*LAMC2*	552.8708	− 1.937688	0.316755	9.52E-10	1.32E-05
*MYHAS*	30.95253	− 1.94536	0.510493	0.000139	0.06233
*LOC102724058*	4.398863	− 3.092977	0.81132	0.000138	0.06233
*MYH1*	14.92086	− 3.205454	0.756854	2.28E-05	0.017198

Results of the DESeq2 analysis; baseMean = Average of normalized feature counts across all samples; lfcSE = standard error of log2FoldChange; pvalue = unadjusted *p* value; FDR = Benjamini–Hochberg false discovery rate

**Fig. 3:**
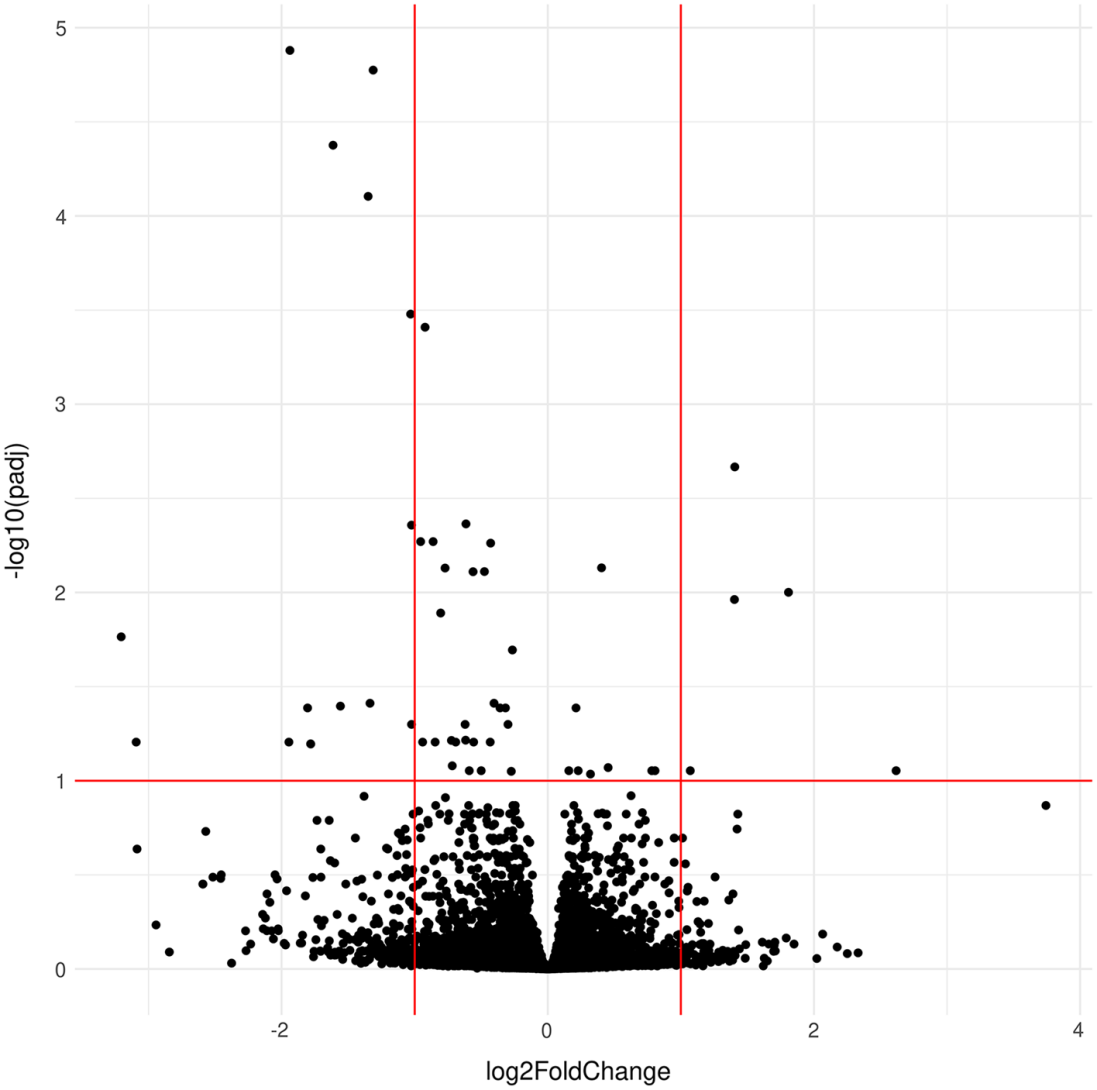
Volcano plot of DESeq2 analysis results. The log2FoldChange is on the X-axis and the negative logarithm of the false discovery rate (FDR = p-adj) is on the Y-axis. The FDR threshold of 0.1 is indicated by a horizontal line. Vertical lines indicate log2FoldChanges of − 1 and + 1

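Among the features with an edgeR FDR below 0.1, 3 were higher in 10y-MMVD-CHF with a log2 fold change above 1 and 8 were lower with a log2 fold change below -1. With DESeq2, 26 features passed the FDR threshold with an absolute log2 fold change above 1. The higher ones with edgeR were NPTX1 and both features of VWF. NPTX1 had 4.14 ± 2.16 CPM (SD, n = 15) in 10y-MMVD-CHF and 1.71 ± 1.1 CPM (SD, n = 19) in 10y-noCHF, a log2 fold change of 1.41 (standard error 0.295, edgeR FDR = 0.0618). The canine RefSeq feature of VWF had 205 ± 125 CPM against 79.6 ± 50.4 CPM, a log2 fold change of 1.40 (standard error 0.299, edgeR FDR = 0.0678).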

Compared to dogs in the 10y-noCHF group, five genes were up-regulated with a log2FoldChange > 1 and fifteen were down-regulated with a log2FoldChange <  − 1 in CKCS with MMVD-associated CHF. Among these DE genes, two genes, *MYH1* and LOC102724058, were down-regulated with a log2FoldChange <  − 3. 

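The canine RefSeq feature of MYH1 had 462 counts over all 34 dogs. MYH1 had 0.0454 ± 0.0561 CPM (SD, n = 15) in 10y-MMVD-CHF and 0.399 ± 0.589 CPM (SD, n = 19) in 10y-noCHF, a log2 fold change of -3.12 (standard error 0.797, edgeR FDR = 0.235). No 10y-MMVD-CHF dog had more than 12 counts of MYH1, and 6 had 0. In 10y-noCHF the highest dog, CAV865, had 106 counts and 3 dogs had 0. LOC102724058 had 0.0167 ± 0.0337 CPM in 10y-MMVD-CHF and 0.115 ± 0.0966 CPM in 10y-noCHF, a log2 fold change of -2.92 (standard error 0.719, edgeR FDR = 0.177). It had 0 counts in 11 of 15 10y-MMVD-CHF dogs and in 4 of 19 10y-noCHF dogs, and at most 18 counts in any dog. With DESeq2, the FDR was 0.0172 for MYH1 and 0.0624 for LOC102724058. LOC102724058 also passed with limma voom (FDR = 0.0824).

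**Figure D2:**
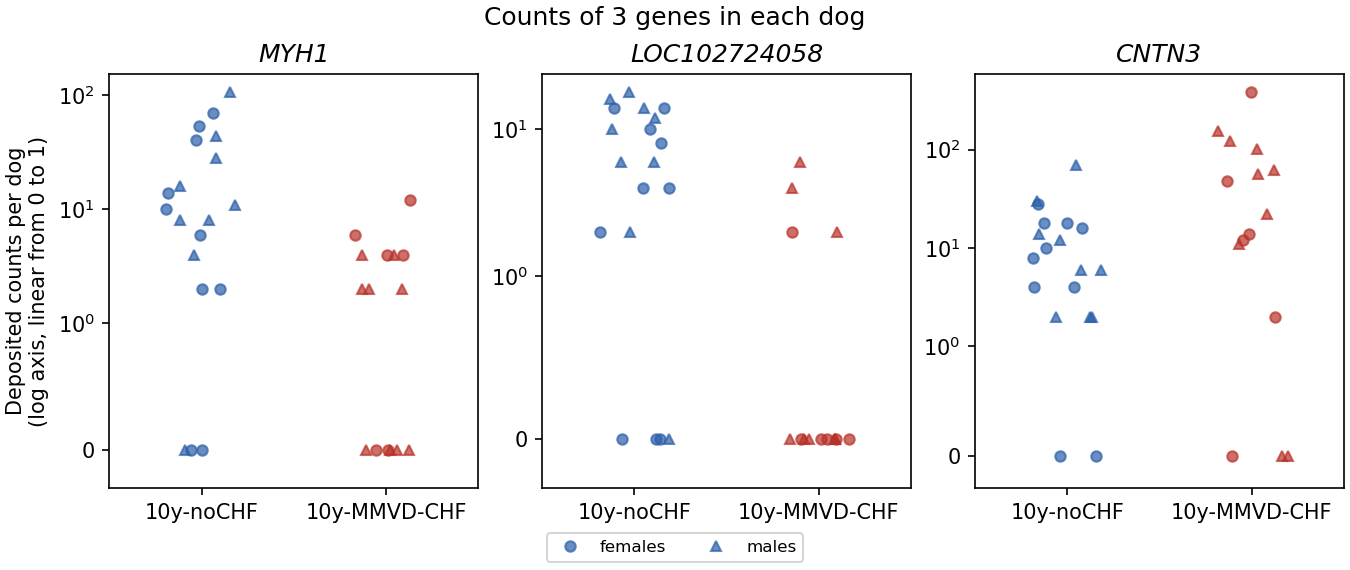
Deposited counts of MYH1, LOC102724058 and CNTN3 in each dog, on a log axis that is linear from 0 to 1. Each point is a dog, circles are females and triangles are males, and the highest points are 106, 18 and 382 counts.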

The most up-regulated gene was *CNTN3* with a log2FoldChange of 2.62.

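CNTN3 had 1.33 ± 2.47 CPM (SD, n = 15) in 10y-MMVD-CHF and 0.215 ± 0.269 CPM (SD, n = 19) in 10y-noCHF, with medians of 22 and 8 counts per dog. Its log2 fold change was 2.60 (standard error 0.752, edgeR FDR = 0.369), and 11 of 15 10y-MMVD-CHF dogs lay above the 10y-noCHF median. DESeq2 gave an FDR of 0.0886. The ranks of the groups did not differ clearly (two-sided exact Wilcoxon rank-sum test within each sex, p = 0.114). The highest dog, the 10y-MMVD-CHF female CAV1047, had 382 counts, and without this dog the log2 fold change was 1.37. CNTN3 rose with the mean log2 CPM of 19 cardiomyocyte marker genes across 34 dogs after the means of group and sex were removed, with Pearson's r of 0.693 (permutation p = 2e-05) and Spearman's rho of 0.739 (permutation p = 1e-05, the smallest that the resamples can give). The adjusted values over 6 relations were 6e-05 and 3e-05, and without the 2 dogs farthest from the median r was 0.741.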

A STRING network analysis for significant DE genes allowing for ten additional interactors and a stringent-confidence level of 0.9 revealed a functional network incorporating 20 genes (13 DE genes plus 7 additional interactors) (Fig. 4) and a small network of three genes (2 DE genes, *ALDH1A2*, *RDH10* plus 1 additional interactor, *CYP26A1*). 

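The genes that Supplementary Table S1 lists for TGFβ signaling and ECM organization were tested as sets with limma's fry, with Benjamini-Hochberg adjustment over the 13 sets tested. Of 9 TGFβ signaling genes, 7 were lower in 10y-MMVD-CHF, with a median log2 fold change of -0.064 (fry p = 0.0402, FDR = 0.238). FOSB and ATF3 had log2 fold changes of -1.52 and -0.81, and the largest decrease among the other members was -0.15, in JUN. Of 8 ECM organization genes, 5 were lower, with a median log2 fold change of -0.30 (fry p = 0.0914, FDR = 0.238). With camera and a preset correlation of 0.01 the FDR was 0.0553 and 0.0621, and neither set passed 0.1 under fry or with an estimated correlation (FDR = 0.355 for both). With edgeR, 1 TGFβ signaling gene and 2 ECM organization genes had an FDR below 0.1 over all features, and 2 and 5 when adjusted over the list alone. This is not independent evidence, since both sets hold genes of Table 2, which were chosen on these dogs.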

A functional enrichment analysis of the large network revealed a predominance of genes involved in TGFβ signaling and ECM organization, whereas the three genes in the small network all were involved in retinol metabolism. In addition, genes in the large network were involved in focal adhesion, laminin interaction, circulatory system development and more (see Supplementary Table S1). We, furthermore, used the full set of DE genes to build networks using the STRING default-confidence level of 0.4. This resulted in a network comprising 37 genes of which 27 were DE genes, and the remaining 10 genes were additional interactors (Fig. 5). A functional enrichment analysis on the default-confidence network revealed significant enrichment of genes involved in, e.g., ‘regulation of cell population proliferation,’ ‘estrogen-dependent nuclear events downstream to ESR-membrane signaling,’ and ‘fluid shear stress and atherosclerosis’ (Supplementary Table S2).

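Of 8 genes that Supplementary Table S2 lists for fluid shear stress and atherosclerosis, 4 were higher and 4 lower in 10y-MMVD-CHF (fry FDR = 0.666), and 3 passed when adjusted over the list alone, which holds genes of Table 2. NPPC had a log2 fold change of 1.81 (standard error 0.43, edgeR FDR = 0.135) and was above the 10y-noCHF median in 14 of 15 10y-MMVD-CHF dogs. ASS1 changed by 1.07 (standard error 0.304, edgeR FDR = 0.368), and IL1R2 by -0.86 (standard error 0.189, edgeR FDR = 0.0795). The 10 genes of Supplementary Table S2 that are not in Table 2 had a median log2 fold change of -0.0092 (fry FDR = 0.701), and none had an edgeR p below 0.05.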

**Fig. 4:**
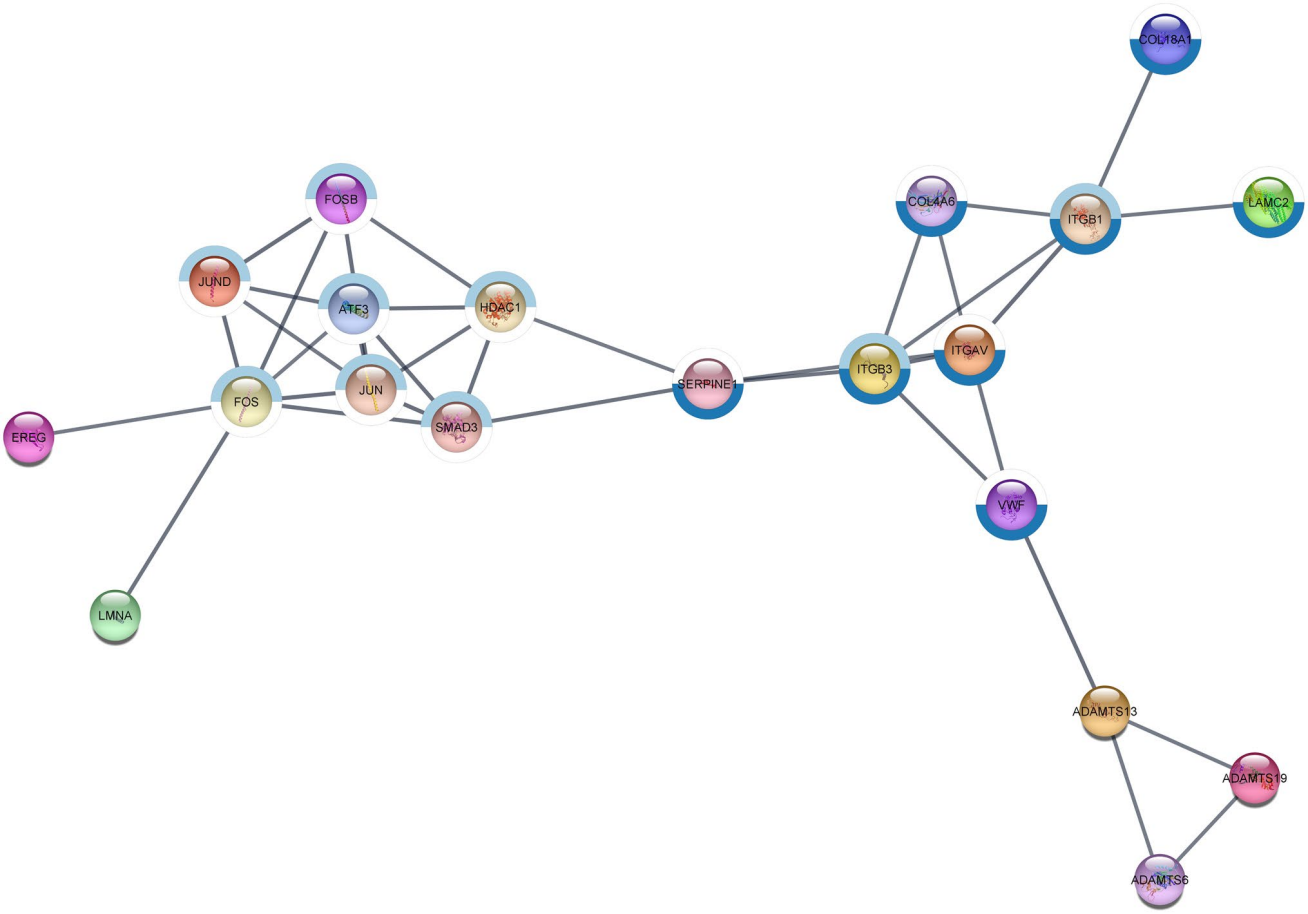
High confidence large functional network constructed using STRING. Marked with light blue: Genes involved in TGFβ signaling. Marked with dark blue: Genes involved in extracellular matrix organization

**Fig. 5:**
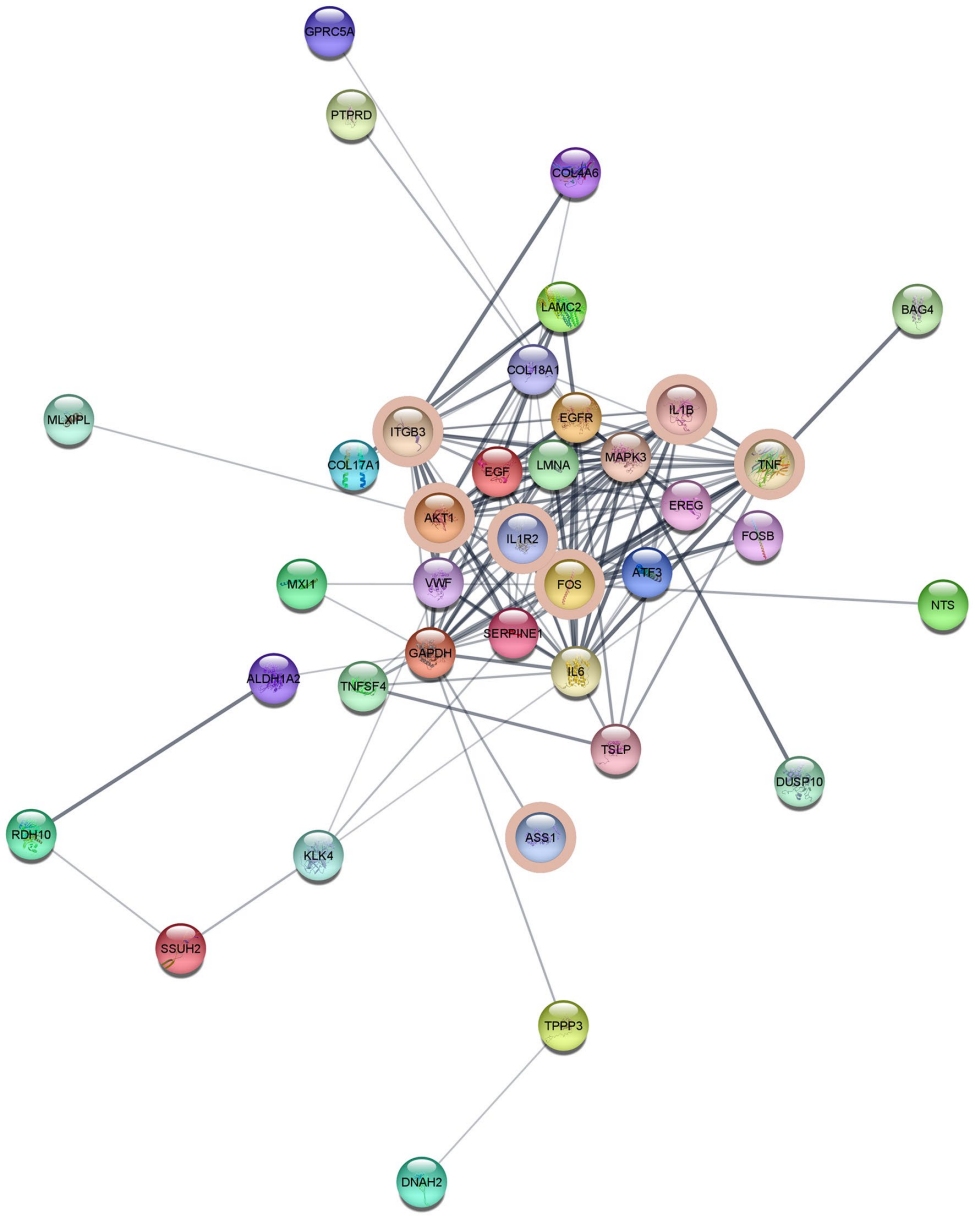
Default confidence large functional network constructed using STRING. Genes associated with the KEGG pathway “Fluid shear stress and atherosclerosis” are marked with pink circles

Four of the 13 DE genes in the high-confidence large network had an observed |Log2FoldChange|< − 1. 

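Supplementary Table S1 names 11 genes of Table 2 in the high-confidence network, and 10 of them were lower in 10y-MMVD-CHF. Of these 11, 4 had an edgeR FDR below 0.1, and 11 when adjusted over the list alone, which is not independent evidence. The 9 other genes listed there, which are not in Table 2, had log2 fold changes from -0.22 to 0.13, and none had an edgeR p below 0.05 (fry FDR = 0.958).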

Ten of the 27 DE genes in the default-confidence large network had a |Log2FoldChange|< − 1. It is worth noticing that the genes with the greatest difference in gene expression between CKCS in the 10y-noCHF and the 10y-MMVD-CHF group (|Log2FoldChange|< − 2) were not part of the identified networks.

## Discussion

We here report the results of a mitral valve transcriptome analysis performed in a cohort of 34 age-matched CKCS dogs with or without CHF caused by their MMVD.

We identified 56 genes, which were differentially expressed between the two groups. Among these, we identified genes, which previously have been associated with heart disease, and gene networks, which previously have been associated with MMVD development. Furthermore, we identified a small number of genes of importance for sarcomere assembly and function, which we hypothesize, may have a close connection with the genetic causes of MMVD.

It should be noted that we did not strictly compare healthy and affected dogs. All dogs (except one) had MMVD, but for one group, the disease had progressed into CHF whereas for the other group, it had not, even though all dogs had approximately the same age. We classified these two groups as cases and controls, respectively. The majority of the control dogs (10y-noCHF) had a clear heart murmur due to mitral regurgitation, and they were classified as ACVIM stages B1 or B2. The cases (10y-MMVD-CHF), on the other hand, were classified as ACVIM stage C due to their symptoms of CHF. Age of dogs in both groups was around 10 years, with a slightly higher average age in the 10y-noCHF group. It would have been preferable to have a control group of CKCS dogs without any sign of MMVD. Unfortunately, as we aimed to perform this study on age-matched groups of dogs, such dogs were not available. The majority of elderly CKCS dogs have some degree of murmur due to regurgitation (Beardow and Buchanan 1993).

Previous MMVD-focused transcriptome studies have typically been performed on 3–6 MMVD cases and a similar number of controls. Most often there has been an uneven distribution of breeds between cases and controls and a significant difference in age between the two groups (Li et al. 2015; Lu et al. 2015; Markby et al. 2017, 2020a, 2020b; Oyama and Chittur 2006; Zheng et al. 2009). Significant strengths in the present study are that we included more individuals and that the two groups of dogs only differed in one parameter, i.e., their CHF status. Thus, the number of possible confounding factors was smaller compared to previous studies.

Compared to several of the above-mentioned transcriptome studies, the present study found a relatively low number of DE genes. This was probably due to the close similarity between the case and control groups and the absolute minimization of confounding factors in the present study. Furthermore, the larger sample size improved the power to avoid spurious differences in feature counts between the two groups, i.e., it reduced the risk of false-positive results in the DE analysis. The benefit of this is that the observed differences in gene expression can more reliably be assigned to case/control status.

In the functional enrichment analysis, we identified some of the same pathways as have been identified in previous studies. This included the TNFβ-signaling pathway, pathways related to ECM organization, and pathways related to vascular development, endothelium damage, and metallopeptidases (Aupperle et al. 2009b; Li et al. 2015; Lu et al. 2015; Markby et al. 2020a, 2020b; Moesgaard et al. 2014; Oyama and Chittur 2006; Zheng et al. 2009).

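CRIP1 had 125 ± 25.5 CPM (SD, n = 15) in 10y-MMVD-CHF and 165 ± 32.4 CPM (SD, n = 19) in 10y-noCHF. Its log2 fold change was -0.43 (standard error 0.093, edgeR FDR = 0.0744), and all 15 10y-MMVD-CHF dogs lay below the 10y-noCHF median.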

Among DE genes detected in the present study, *CRIP1* and *SERPINE1* were also identified as DE genes by Markby et al. (2020b). In a more detailed comparison of our results with this study, we noticed that many of the DE genes detected in the two studies were members of the same gene families. For example, several ADAMTS variants, collagen genes, laminins, and different myosin genes were detected in both studies.

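By symbol, 21 ADAMTS features were tested, and 1 had an edgeR FDR below 0.1, that of ADAMTS6 (log2 fold change -0.96, FDR = 0.0943). With DESeq2 there were 2, ADAMTS6 and ADAMTS19. None of 53 collagen features passed with edgeR, where 7 had an unadjusted p below 0.05, and 2 passed with DESeq2, COL18A1 and COL4A6. None of 19 myosin heavy chain features passed with edgeR, where 6 had an unadjusted p below 0.05, and 2 passed with DESeq2, both of MYH1.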

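ADAMTS19 had 18 ± 6.14 CPM (SD, n = 15) in 10y-MMVD-CHF and 29.1 ± 11.1 CPM (SD, n = 19) in 10y-noCHF, a log2 fold change of -0.69 (edgeR FDR = 0.305). MAOA had 185 ± 23.4 CPM against 144 ± 21.6 CPM, a log2 fold change of 0.35 (edgeR FDR = 0.0435), and all 15 10y-MMVD-CHF dogs lay above the 10y-noCHF median. COL17A1 had 1.35 ± 0.501 CPM against 2.02 ± 0.624 CPM, a log2 fold change of -0.59 with a mean DESeq2-normalized count of 105.9, and passed neither with edgeR (FDR = 0.395) nor with DESeq2 (FDR = 0.162). CYP21A2 had 44.3 ± 10.1 CPM against 64.7 ± 17.8 CPM, a log2 fold change of -0.56 (edgeR FDR = 0.0905). The feature listed for CYP21A1P has the same counts as CYP21A2 in every dog, so the values of these 2 features are a single measurement.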

Some of the DE genes identified in the present study have previously been directly linked to cardiac diseases including valve disease. *ADAMTS19* has been associated with progressive non-syndromic heart valve disease (Wünnemann et al. 2020). *ALDH1A2* has been linked to human congenital heart disease (Pavan et al. 2009). *BMPER* regulates cardiomyocyte size and changes in the mitral valve have been detected in *BMPER* knockout mice (Willis et al. 2013). *COL17A1* has been linked to mitral regurgitation and mitral valve prolapse in humans (Uysal et al. 2022). *CRIP1* expression has been associated with cardiac hypertrophy and an increased risk of stroke (Zeller et al. 2017). A partial deletion of *CYP21A2* has been found in patients with mitral valve prolapse (Chen et al. 2009). *MAOA* can play a role in the pathogenesis of heart failure (Kaludercic et al. 2011). 

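MYHAS lies on chromosome 5 of canFam4 from 34919851 to 35120336 on the plus strand, and MYH1 lies inside it on the minus strand, from 34990178 to 35014752. MYHAS had 1001 counts over all dogs. The human XenoRefSeq features of MYH1, MYH2 and MYH4, all inside MYHAS, had 472, 333 and 41 counts, which add up to 84.5% of that number. The counting used no strand, so reads of the myosin genes could also be counted on MYHAS. Its log2 fold change was -1.94 (standard error 0.557, edgeR FDR = 0.369).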

*MYH1* is one of many genes important for the morphogenesis of the heart (England and Loughna 2013; Henderson et al. 2017), and *MYHAS* encodes an antisense RNA, which regulates expression of myosin heavy chain genes including *MYH1* (Haddad et al. 2003).

We primarily found a number of genes down-regulated in dogs with MMVD-induced CHF and only a few genes up-regulated in this group. 

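Of the 23 features with an edgeR FDR below 0.1, 18 were lower and 5 higher in 10y-MMVD-CHF, so 78.3% were lower. The share was 78.3% with RLE and 80.8% with upper-quartile normalization in place of TMM, and 76.6% with DESeq2. Among the alternatives fixed in advance it was lowest with limma voom, at 64%. The median log2 fold change of all 19568 features was 0.0076.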

Many of the down-regulated genes play a central role in mechanisms, which can be considered beneficial for heart maintenance. Hence, a relevant question is, why these genes appear to be down-regulated in dogs that have developed heart failure and what role, if any, their down-regulation plays in the development of CHF?

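ALDH1A2, in its canine RefSeq feature, had 0.92 ± 0.842 CPM (SD, n = 15) in 10y-MMVD-CHF and 2.32 ± 1.05 CPM (SD, n = 19) in 10y-noCHF. Its log2 fold change was -1.34 (standard error 0.35, edgeR FDR = 0.284; DESeq2 FDR = 0.0387), and 14 of 15 10y-MMVD-CHF dogs lay below the 10y-noCHF median. RDH10 changed in the other direction, with 39.2 ± 24.3 CPM against 22.4 ± 7.64 CPM and a log2 fold change of 0.78 (standard error 0.222, edgeR FDR = 0.368; DESeq2 FDR = 0.0886). The log2 fold change of RDH10 was 0.61 without its highest dog, CAV648. CYP26A1 had 34 counts over all dogs and was not tested.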

Among the DE genes identified in the present study, *ALDH1A2* and *RDH10* formed a small high-confidence functional network together with the additional interactor *CYP26A1*. The network was closely connected with retinoic acid (RA) biosynthesis, i.e., the oxidization of retinol (vitamin A) to retinaldehyde and the subsequent irreversible conversion of retinaldehyde to RA. RDH10 is the primary enzyme responsible for the first step in this reaction (Farjo et al. 2011), while the later step is catalyzed by retinaldehyde dehydrogenases (RALDHs) among which, the aldehyde dehydrogenase 1A2 (ALDH1A2) is the major form involved in cardiac development (Moss et al. 1998; Niederreither et al. 1997). A number of variations in *ALDH1A2* have been described in human patients with congenital heart disease (CHD), but none of them have been confirmed as significant modifiers of the risk of CHD in humans (Pavan et al. 2009). Genes involved in RA biosynthesis have previously been associated with MMVD in dogs. A retinoic acid receptor responder (*RARRES3*) was associated with MMVD in a microarray gene expression study performed in 10 CKCS dogs with MMVD, Whitney grade ≥ 3 and 6 dogs without signs of MMVD (Lu et al. 2015). Furthermore, RA signaling and the *ALDH1A2* gene have been linked to cardiac repair mechanisms in mice (Da Silva et al. 2021). Hence, we suggest that the observed changes in expression of *ALDH1A2* and *RDH10* may be a compensatory reaction to MMVD rather than a cause of disease. Why some dogs had an appropriate up-regulation of these genes and why some did not, needs to be investigated further.

Overall, it must be expected that compensatory mechanisms to disease, including MMVD, are established and managed in an orchestrated way, which in a transcriptome analysis will appear as networks of functionally related genes expressed in a coordinated manner. Hence, it is not surprising that many of the genes in the identified larger networks are involved in mechanisms such as TGFβ-signaling and ECM organization. Abundance of myxomatous effector proteins has previously been shown to increase in response to increased tensile strain on the heart valves (Lacerda et al. 2012; Orton et al. 2012). TGFβ signaling and disturbances in ECM organization have also been suggested as primary causes of MMVD (reviewed by Tang et al. 2022). However, the present results, i.e., the apparent well-orchestrated expression of genes related to these pathways, encourage us to suggest that these pathways were up-regulated or uphold as a well-regulated compensatory mechanism to MMVD in ~ 10-year-old dogs without CHF.

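Co-expression was measured as the mean Spearman correlation over all pairs of the 20 genes that Supplementary Table S1 lists for the high-confidence network, across 34 dogs and after the means of group and sex were removed. It was 0.0557, at the 96.8 percentile of 10000 random gene lists matched on mean expression. The percentile was 96.0 in 10y-noCHF dogs alone and 90.4 in 10y-MMVD-CHF dogs alone, and the difference between the groups was not tested. The 11 genes of Table 2 among them had a mean correlation of 0.151, at the 99.6 percentile. These 11 genes were chosen on these dogs and are part of the 20, and the random lists were not chosen in that way. Neither percentile is therefore independent evidence of a coordinated response. From the coordinated expression of genes in these pathways, the paper proposes that they were upheld as a compensatory mechanism in dogs without CHF.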

On the other hand, the genes with the greatest difference in expression between 10y-noCHF and 10y-MMVD-CHF dogs were three genes, *MYH1*, LOC102724058, and *CNTN3*, which were not part of the identified gene networks, i.e., they were not part of an orchestrated response to disease.

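The mean Spearman correlation with the 20 network genes, after the means of group and sex were removed, was -0.0102 for MYH1, with single correlations from -0.277 to 0.377. It was -0.0365 for LOC102724058, from -0.268 to 0.274, and -0.0198 for CNTN3, from -0.506 to 0.401. The mean DESeq2-normalized count was 14.9 for MYH1, 4.40 for LOC102724058 and 43.4 for CNTN3.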

Of these three genes, LOC102724058 is a human gene that aligns to a 17 kb region of canine chromosome 36 with 91% identity. It was one of the features that were identified by augmenting the canine reference annotation with homologous human genes (see Material & Methods section). 

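In the deposited annotation, LOC102724058 lies on chromosome 36 of canFam4 from 11434358 to 11451434 on the plus strand. This interval lies inside that of SCN1A, from 11402631 to 11547010 on the minus strand, and covers 11.8% of it. The counting used no strand and assigned reads to every overlapping feature, so a read in this interval was counted on both. LOC102724058 had 154 counts over all dogs, which is 5.2% of the 2959 counts of SCN1A. SCN1A had a log2 fold change of -1.56 (standard error 0.417, edgeR FDR = 0.305).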

The gene is a long non-coding RNA gene with unknown function. The other two genes, *CNTN3* and *MYH1*, encodes contactin 3 and myosin heavy chain 1, respectively. Contactin 3 has among other things been associated with heart rate recovery after exercise (Verweij et al. 2018). *MYH1* expression has been found to be significantly up-regulated in mice with cardiomyopathy (Szema et al. 2013). Both of these genes relate to the contractile activity of the heart, the coordination of this activity, and consequently the hemodynamics across the mitral valves. This may explain the observed DE of genes in the default-confidence network related to ‘fluid shear stress and vascular changes,’ which, furthermore, corroborate the previously observed arteriosclerotic changes in dogs with MMVD (Falk et al. 2006). Comparatively, a vast number of different human myopathies including cardiomyopathies are caused by mutations in one of the many cytoskeletal sarcomeric proteins, of which *MYH1* is one (reviewed by Henderson et al. 2017). Mitral valve function relies on proper biomechanical performance of several structural components including the left atrial, ventricular, and papillary myocardium (Fox 2012; Richards et al. 2012; Schoen 2008). Hence, a disturbance in the heart’s contractile activity due to suboptimal coordination of sarcomere assembly and function may explain the compensatory responses illustrated by the TGFβ-signaling and ECM organization-related gene networks described here. Mitral regurgitation secondary to myocardial dysfunction is well known in human patients (Asgar et al. 2015). Interestingly, myocardial fibers are present in the proximal third of the mitral valve in dogs (Buchanan 1977; Fox 2012). Thus, it is possible that the changes in valvular gene expression, relevant for myocardial function, affect valvular performance and integrity. 

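The mean log2 CPM of 19 cardiomyocyte marker genes was 6.24 ± 2.89 (SD, n = 15) in 10y-MMVD-CHF and 5.84 ± 3.37 (SD, n = 19) in 10y-noCHF, and ranged from -0.287 to 10.6 among dogs. The groups did not differ clearly (two-sided permutation test, p = 0.655). The human XenoRefSeq feature of MYH7 overlaps that of MYH6, so reads of MYH6 could also be counted on it. Its counts ranged from 394 in CAV749 to 901746 in CAV1047. The marker mean correlated with the first principal component of the other genes with Pearson's r of 0.944 and Spearman's rho of 0.976 across 34 dogs (permutation p = 1e-05 for each, the smallest that the resamples can give; 6e-05 and 3e-05 after adjustment over 6 relations). Without the 2 dogs farthest from the median r was 0.941. Within the groups r was 0.949 in 10y-MMVD-CHF and 0.95 in 10y-noCHF.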

The observed degree of differential expression as well as the known function of *MYH1* and *CNTN3* may suggest that genes encoding heart muscle proteins play a role in MMVD and CHF. However, further investigations are needed to clarify this.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

## Data Availability

All data are made available in the Gene Expression Omnibus repository. GEO accession: GSE217750.

How the deposited data were processed for this re-analysis (not part of the article)

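Mitral valves of 34 Cavalier King Charles Spaniels were analysed, 19 of them 10y-noCHF (10 females, 9 males) and 15 of them 10y-MMVD-CHF (6 females, 9 males). The groups and sexes follow the deposited labels. The authors mapped the reads to canFam4 with STAR and deposited raw counts per feature, made with featureCounts 2.0.3. The recorded command assigns a read to every feature it overlaps, applies no strand and counts both reads of a pair separately. The deposited table holds 23768 features and 35 columns with counts, and 1 column belongs to no sample of the study and entered no test. Of the counts above 0 in tested features, 71% were even.

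Total counts per dog ranged from 46185256 to 82361245. At this depth a feature with the minimum sum of 100 counts has few counts per dog, so small differences in such features were not detectable. No analysis by ACVIM stage, age or weight was possible, since these values are not paired with the dogs.

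Features with a sum of at least 100 counts were kept (19568). The test was edgeR 4.0.16 (quasi-likelihood, TMM, sex as a fixed effect, FDR threshold 0.1) in R 4.3.3. DESeq2 1.42.0, the tool of the paper, was run as the paper describes and is given as an alternative. Further alternatives were RLE and upper-quartile normalization, edgeR's filterByExpr, no filter, no sex term, limma 3.58.1 voom with sample weights, edgeR with robust dispersion, an exact Wilcoxon test within each sex, collapsing features with identical counts, 2 surrogate variables (sva 3.50.0), an FDR threshold of 0.05 and leaving out each of the 34 dogs. The interaction of CHF and sex was tested with edgeR as well. These choices, the gene sets and the rule for named genes were fixed before the data were examined. The genes named are those the paper names, the 10 features with the smallest p, features called by DESeq2 outside Table 2, members of the gene sets and sex-linked genes. Results for 2 genes that this rule would name are not reported here, and the tests for a dog far from its group left these genes out after their values had been seen.

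Several analyses were chosen after the data were seen. These are the mean log2 CPM of the 19 cardiomyocyte markers as a covariate and residuals on it, 1 feature per gene symbol, counts halved, the hemoglobin features left out, the list of red blood cell genes and most of the tests of explanations named in the closing section. The 13 gene sets were 3 pathway lists and 3 network lists of Supplementary Tables S1 and S2 and 7 marker lists, for cardiomyocytes, fast skeletal muscle, endothelium, valve interstitial cells, smooth muscle, macrophages and immediate-early genes. They were tested with limma's fry and with camera.

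Correlations between dogs used counts as deposited for features with a mean of at most 10000 counts. Groups were compared by permuting CHF labels within each sex (100000 resamples, two-sided). A log2 scale used log2(CPM + 1). Gene lists were compared with 10000 random lists, drawn within 200 ranks of each gene's mean expression. A gene of Table 2 listed with more than 1 feature was taken as the feature whose DESeq2 mean and fold change are nearest to the printed values.

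Each test was run on simulated data, where 200 of 19568 features were changed, each by an absolute log2 fold change of at least 1. Counts were drawn independently for each feature. The smallest change of a real edgeR call was 0.35, and real features vary together, so the shares given here need not hold for the deposited data. The edgeR test recovered 87.5% of them and 9.33% of its calls were false. DESeq2 recovered 90% with 20% false calls, voom 84.5% with 9.63% and the Wilcoxon test 86% with 8.51%. On simulated data without changes, edgeR made 0 calls and DESeq2 made 2. Calls with other splits of the dogs were counted within each sex, with 100 splits for each of edgeR, DESeq2 and the interaction. For DESeq2 and the interaction 60 splits were drawn first, and the number was raised to 100 after their counts were seen. STRING was not available, so the networks were taken as Supplementary Tables S1 and S2 list them.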

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

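Within the groups of CHF status and sex, 12 of 116 tests found a dog far from the others of its group, where chance gives about 5.8. The tests of blood and heart muscle named here were chosen after these values were seen, and no biological explanation was tested. The paper describes a delayed tissue collection for 1 dog and gives ACVIM stages, but neither is paired with the dogs in the deposited labels, so these could not be compared with the dogs named here.

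Dog CAV614 had the lowest value of the highest correlation with another dog among 10y-MMVD-CHF males, 0.842 against 0.963 for the next dog, a gap of 0.905 of the range. All 12 red blood cell features listed were highest in this dog. Without 8 hemoglobin features its highest correlation was 0.952, so red blood cell RNA in the sample is a candidate explanation. A condition of this dog with the same effect stays open.

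Dog CAV1047, a 10y-MMVD-CHF female, stood apart in 4 measures. Its highest correlation was 0.923 (gap 0.77 of the range), and leaving out the hemoglobin features left it at 0.923, which argues against blood. It was the lowest of its group in ASS1 (gap 0.919) and the highest in BMPER (gap 0.626) and COL17A1 (gap 0.704). It had the lowest total counts of all dogs, 46185256, and the highest cardiomyocyte marker mean, 10.6. Pairs of dogs with a larger difference in this mean were less correlated (Mantel r = -0.432), so its heart muscle content may set it apart in the correlation. Whether depth or heart muscle explains ASS1, BMPER and COL17A1 was not tested.

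The highest correlation was also low for dog CAV1732 among 10y-noCHF females (0.951, gap 0.726) and dog CAV743 among 10y-noCHF males (0.938, gap 0.582). Their marker means, 8.54 and 8.69, were within the range of their groups, and no explanation was tested for them singly.

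Single genes set 5 further dogs apart. LOC102724058 was 0 in every 10y-MMVD-CHF female but CAV1876 (gap 1), which a gene near 0 counts gives whenever a single dog has reads. MYHAS was lowest in CAV1519 of the same group (gap 0.67), also near the floor. BMPER was lowest in CAV1041 (gap 0.551) among 10y-noCHF females. COL17A1 was highest in CAV901 (gap 0.496) and ATF3 in CAV285 (gap 0.603) among 10y-noCHF males. Leaving out each dog in turn kept the log2 fold change of BMPER between -1.39 and -1.23 and that of ATF3 between -0.94 and -0.68. For the distance of these single dogs from their groups no technical explanation was tested.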

How the results depend on the processing

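The 65 features of the Table 2 genes kept their direction in each alternative that tested them and with each dog left out. Of the other single genes refitted with each dog left out, ACTC1, MYH6 and MYH7 changed direction without CAV1047 (to -0.64, -0.84 and -0.72), HBA1 without CAV614 (from 0.80 to -0.37), DDX3Y without CAV1519 (to -0.0058) and KDM5D without CAV1196 (to -0.0030). The refitted features of MYH6 and MYH7 overlap, so their changes of direction are not independent. The features named DDX3Y and KDM5D lie on chromosome X and were counted in both sexes. DDX3Y had 12904 to 33989 counts in females and 12417 to 27452 in males, and KDM5D 3122 to 7283 and 2501 to 5406. Their values therefore need not be those of Y-linked genes. Members of the gene sets outside the single genes refitted were not refitted one by one. Of the 23 called by edgeR, 8 were called with every dog left out in turn. The results that changed are given here, and the cause was not tested unless stated. No paired analysis was possible because each dog belongs to 1 group.

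The 23 features called (5 higher, 18 lower, 11 with an absolute log2 fold change above 1, 18 genes of Table 2) changed by more than 1.5 times as follows. DESeq2 in place of edgeR called 64, with 15 higher, 49 lower, 26 past 1 and 55 genes of Table 2. Without the sex term 13 were called, with 9 lower and 9 genes of Table 2. Limma voom called 9 higher, of 25 in all, and shared 15 features with edgeR. With 2 surrogate variables 40 were called, with 33 lower, and 17 were shared. An FDR below 0.05 left 9, with 1 higher, 8 lower, 7 past 1 and 7 genes of Table 2, by its stricter threshold. With RLE, upper-quartile normalization, filterByExpr, no filter, robust edgeR, the Wilcoxon test and collapsed features the number of calls was from 16 to 26. The share of lower calls fell from 78.3% to 64% with voom.

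Of the alternatives chosen after seeing the data, 1 feature per symbol called 13, with 3 higher, 10 lower and 11 genes of Table 2. The 23 calls stand for 18 symbols, so repeated features among the calls do not account for the whole fall to 13. Halved counts called 24. The cardiomyocyte marker mean as a covariate called 30, with 8 higher.

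Leaving out 1 dog in turn gave from 8 calls (without CAV1519) to 28 (without CAV743). Higher calls ranged from 0 (without CAV1519) to 7 (without CAV1041), lower calls from 8 (without CAV1259) to 23 (without CAV743), calls past 1 from 6 (without CAV1259) to 14 (without CAV1047) and genes of Table 2 from 6 (without CAV1519) to 23 (without CAV743).

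The difference of the mean correlations, -0.017, stayed below 0 in the settings fixed in advance that kept all dogs. It ranged from -0.0217 to 0.000498 with each dog left out and was above 0 without CAV1047. CAV1047 and CAV614 were not left out together, so whether they set its sign is open. On residuals of log2(CPM + 1) on the cardiomyocyte marker mean, chosen after seeing the data, the difference was above 0, at 0.0475 (permutation p = 0.028). Residuals are centered for each gene, unlike the counts, and centered values without the marker mean were not run. What changed the sign is therefore open. The cut-off of 0.842 moved to 0.978 on log2(CPM + 1), 0.977 with Spearman, 0.931 without the upper limit of 10000 counts and 0.869 with collapsed features. It was 0.923 without the hemoglobin features, also chosen after seeing the data, and from 0.792 to 0.923 with each dog left out (0.923 without CAV614).

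The interaction of CHF and sex gave 0 calls, with 1178 features at an unadjusted p below 0.05, and 3 calls with DESeq2. With camera and a preset correlation the FDR was 0.0553 for TGFβ signaling and 0.0621 for ECM organization, below the threshold that both missed with fry. The genes of Supplementary Table S1 that are not in Table 2, lower with fry (FDR = 0.958), changed direction with camera, at an FDR of 0.944 with an estimated and 0.941 with a preset correlation. The mean correlation of the network genes was 0.0365 in 10y-MMVD-CHF dogs alone, below the 95 percentile, with fewer dogs.

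Among single features and other gene sets, 40 results were weaker and 71 stronger under an alternative, of 943. With each dog left out, 247 of 2210 single feature results were weaker and 33 stronger. The low counts of MYH1 and LOC102724058 limit what can be said of their size of change.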

Differences from the paper's values

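The paper's number of differentially expressed genes is 56, and edgeR called 23 features. The paper's method, DESeq2, gave 64 features, which stand for 55 symbols, all in Table 2, and 2 surrogate variables gave 40. These 2 of the alternatives set before the data were examined came within 1.5 times of the paper's number. The others gave from 9 to 26.

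The paper counts 5 genes with a log2 fold change above 1 and 15 below -1, and edgeR called 3 and 8 features. For the first, DESeq2 (6), no filter (4) and limma voom (4) came within 1.5 times of the paper's number, and for the second DESeq2 (20) and 2 surrogate variables (11) did. The others set before the data were examined did not. These numbers are of features, and with each gene taken once DESeq2 called the paper's 5 and 15 genes.

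For COL17A1, the paper's log2 fold change is a decrease of 0.931678 (standard error 0.235232), with a mean normalized count of 19.7643. In this entry of Table 2 the number in the p column is above 1 and equals the size of the fold change divided by its standard error, so the p and FDR columns do not hold what their headings name. The decrease here was 0.585 on the log2 scale, and the mean normalized count, from DESeq2, was 105.9. None of the alternatives set before the data were examined closed the gap. COL17A1 was not called with edgeR or DESeq2. The mean and fold change of the other 55 genes of Table 2 were each matched within 1% and 0.01 by a feature with DESeq2.

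The paper's highest cut-off that connects all dogs is 0.93, and the value here was 0.842. Without the upper limit of 10000 counts it was 0.931, within the paper's value. With the other alternatives set before the data were examined it was 0.978, 0.977, 0.851 and 0.869. Leaving out the hemoglobin features, chosen after seeing the values, gave 0.923.

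The paper's mean number of reads per sample is 27.7 M, and the mean total of the deposited counts was 62.1 M. The counts hold both reads of a pair and reads assigned to more than 1 feature, so the 2 values are not on one scale. With counts halved to stand for read pairs, a setting chosen after seeing the values, the mean was 31.1 M, within 1.5 times of the paper's value. None of the alternatives set before the data were examined was run for this value.

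The paper describes a clustering of the 10y-MMVD-CHF dogs, where the mean correlation within the group was lower than between the groups by 0.017 (permutation p = 0.376). That difference was within the spread of permuted labels, and its sign was not tested without both CAV1047 and CAV614. It names MYH1, LOC102724058 and CNTN3 among its differentially expressed genes, and edgeR gave them FDR values of 0.235, 0.177 and 0.369. DESeq2 called all 3, with 0.0172, 0.0624 and 0.0886. LOC102724058 was also called with limma voom (0.0824) and with halved counts (0.0851), the latter chosen after seeing the values. Of the 56 genes of Table 2, edgeR called 18 and DESeq2 55. More of them than with edgeR were also called with upper-quartile normalization (21), limma voom (19) and 2 surrogate variables (20), and, chosen after seeing the values, with halved counts (19) and the cardiomyocyte marker mean as a covariate (22). The paper's high-confidence network has 13 DE genes and 7 interactors, where Supplementary Table S1 names 11 and 9. The default-confidence network has 27 DE genes of 37, where Supplementary Table S2 names 28 of 38. Both supplementary tables list the genes of enriched terms and not the networks themselves, so the counts need not be of the same lists.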

Other observations

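The tests of other splits of the dogs, of endothelial cells and of normalization were set before their results were seen, and all other tests of explanations here were chosen after.

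Of 100 splits of the dogs within each sex, 1, the real one, gave as many edgeR calls (23), and the largest other split gave 4. With DESeq2, 6 of 100 splits, the real one included, gave as many calls as the real one (64), and the largest other gave 1035. Most other splits gave few calls, with a median of 0, and 64 of the 100 splits gave none. A number of this size can still arise among arbitrary groups, so the DESeq2 number alone does not set the real split clearly apart. Of the 60 splits drawn first, 4 gave as many calls as the real one, and the number was raised to 100 after that count was seen. Of the 64 features, 63 had an exact Wilcoxon p below 0.05 and 16 a Wilcoxon FDR below 0.1. The interaction of CHF and sex gave 0 calls in the real split, so all 100 splits gave as many, and 1178 features had an unadjusted p below 0.05. The 3 features that DESeq2 called for the interaction were AMPD1, MLLT10P1 and RDH5, named after their values were seen, with edgeR FDR values of 0.582 each.

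Most calls were lower in 10y-MMVD-CHF, and the share was at least 78.3% with TMM, RLE and upper-quartile normalization. These shift the median log2 fold change by only 0.0161 between them, where the smallest change of a call was 0.35, so their comparison does not decide whether normalization contributes, and this stays open. The deposited totals are above the paper's number of reads. Of the counts above 0, 71% were even, in line with both reads of a pair being counted.

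CNTN3 rose with the cardiomyocyte marker mean among dogs of the same group and sex (Pearson's r = 0.693, permutation p = 2e-05; Spearman's rho = 0.739, p = 1e-05, the smallest that the resamples can give; r = 0.741 without the 2 dogs farthest from the median). Heart muscle content may therefore set much of the variation of CNTN3 among dogs. With the marker mean in the model its log2 fold change fell from 2.60 to 1.82 (standard error 0.582, unadjusted p = 0.00352, FDR = 0.346), so heart muscle content as measured here did not account for the whole difference. A difference due to CHF and the weight of CAV1047, without which it was 1.37, stay open. MYH1 was unrelated to the marker mean (r = -0.0396, rho = -0.0517, permutation p = 0.825 and 0.772), and with the marker mean in the model its log2 fold change was -3.10, which argues against heart muscle content.

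The 6 fast skeletal muscle markers other than MYH1 went lower as a set, though not clearly (fry p = 0.242). Among them MYH2 was lower (log2 fold change -2.47, edgeR unadjusted p = 0.00505, FDR = 0.48). MYH1 rose with MYH2 among dogs of the same group and sex (r = 0.553, permutation p = 0.00058; rho = 0.547, p = 0.00088; 0.00116 and 0.00176 after adjustment over 6 relations; r = 0.491 without the 2 dogs farthest from the median). MYH8, MYLPF, TNNI2 and ATP2A1 changed by -1.14, 0.27, -0.08 and -0.05, none of them clearly. ACTA1, at 1370 CPM in 10y-MMVD-CHF and 1150 CPM in 10y-noCHF, was far above the level of MYH1, so a small share of fast skeletal muscle RNA would not show in it. Less fast skeletal muscle RNA and a lower expression of MYH1 cannot be told apart.

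The counts of MYH1, MYH2 and MYH4 equal 84.5% of those of MYHAS, in line with reads of these genes being counted on MYHAS. LOC102724058 rose with the SCN1A counts outside it among dogs of the same group and sex (r = 0.525, p = 0.00157; rho = 0.482, p = 0.00382; r = 0.495 without the 2 dogs farthest from the median), in line with shared reads. With these SCN1A counts in the model its log2 fold change was -2.14 (standard error 0.675, unadjusted p = 0.00328), so shared reads as measured here did not account for the whole difference. SCN1A has few counts, so the model may remove its share only in part, and a difference due to CHF stays open.

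Pairs of dogs that differed more in the cardiomyocyte marker mean were less correlated (Mantel r = -0.432 on counts and -0.69 on log2(CPM + 1), p = 1e-04, the smallest that the permutations can give). The amount of heart muscle in a sample is a candidate explanation for part of the similarity between dogs. The marker mean was not clearly related to the mean correlation of a dog with the other dogs across 34 dogs (r = -0.143, permutation p = 0.443; rho = -0.253, p = 0.148; 0.531 and 0.178 after adjustment over 6 relations; r = -0.13 without the 2 dogs farthest from the median), and it did not differ clearly between the groups (p = 0.655). The MYH7 feature, which overlaps MYH6 and can hold its reads, ranged from 394 to 901746 counts per dog. Whether this muscle belongs to the valve or to tissue taken with it was not tested.

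VWF was higher in 10y-MMVD-CHF. With the mean of 9 endothelial markers in the model its log2 fold change was 1.31 (FDR = 0.0336; from 0.0678 in the model without it), and the markers did not differ as a set (fry FDR = 0.785), which argues against more endothelial cells as the whole cause. FOSB and ATF3 were lower. The 8 other immediate-early genes did not differ as a set (fry p = 0.665). Their mean changed by -0.0646 (95% confidence interval -0.313 to 0.183), a measure chosen after their values were seen. Of all 10 immediate-early genes 7 were lower and 3 higher, with DUSP1 at -0.37 (edgeR unadjusted p = 0.0343) and IER3 at 0.20. The interval argues against a shared decrease as large as that of ATF3, -0.81. A mean over genes that go both ways cannot exclude a smaller difference, or one in some of them. A difference in the response to tissue handling therefore stays open.

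Of the marker genes, MYH1, FOSB and ATF3 are also in Table 2, and no gene is in 2 marker lists. The other marker sets had fry FDR values of 0.81 (valve interstitial), 0.407 (smooth muscle), 0.238 (macrophage), 0.785 (cardiomyocyte), 0.238 (fast skeletal muscle) and 0.339 (immediate-early). The network members of Table 2 gave 2.69e-05, and they were chosen on these dogs, so this is not independent evidence. With camera and a preset correlation the macrophage (0.0214), immediate-early (0.0247), fast skeletal muscle (0.0862) and smooth muscle (0.0974) sets also passed 0.1, and none of them did with fry or an estimated correlation.

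The deposited table holds 1 further column of unknown condition with 69377903 total counts. Its highest correlation with a dog of the study was 0.934. It had 24711 counts of XIST and 29979 of the MYH7 feature that overlaps MYH6. Its mean correlation was 0.855 with the 10y-MMVD-CHF dogs and 0.877 with the 10y-noCHF dogs.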
